A study of Mus musculus with 4 samples. Its data were reported in "Single-cell multiomic analysis identifies macrophage subpopulations in promoting cardiac repair" (2024).

How the data were processed

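H3K27ac was compared across 4 libraries of adult mouse heart mononuclear phagocytes (CD45+F4/80+ cells of the infarct zone), 1 each for Sham_3D, MI_3D, Sham_7D and MI_7D. Groups and days were taken from the sample titles. Each library was available as a list of broad peaks with 9 columns, made by the authors from reads of single cells aggregated per sample. The study describes trimming with Cutadapt, alignment to mm10 with Bowtie2, removal of reads of low mapping quality with Samtools and of duplicates with Picard, filters on reads per cell, aggregation of cells by sample and peak calling with MACS2. These steps are stated for its neonatal libraries, and for the adult libraries used here they are not stated separately. Neither the broad threshold of MACS2 nor the use of a control was stated. Peaks were thus called per library and not on pooled libraries, and no cell barcodes or read counts were used here.

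For each peak the authors deposited a score, which equalled the whole-number part of 10 times the −log10 q-value in nearly all peaks. The deposited fold enrichment is the ratio of pileup to the background of the same library, averaged over the broad peak by MACS2. The deposited −log10 p-value and −log10 q-value are averaged over the peak in the same way. These values belong to the peak and its own list, and were used to rank, describe or filter peaks within that list. The 1 exception is the mean pileup over background derived from the fold, which was set against the lowest value in the list of another library as a measure of what each library could list, and which set the common depth floor. A mean over a broad peak falls when a deeper library extends the peak into weaker flanks, so that ranks by fold also depend on depth.

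Coordinates of the lists fitted GRCm38 (mm10), in which the largest peak end on chromosome 9 was 124440981. Genes, transcripts and exons were those of the GENCODE M21 basic annotation of this build, with 55413 genes on the main chromosomes, 21938 of them protein-coding. All printed coordinates count from 1. Analyses ran in Python 3.11 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.

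The depth of each library was estimated from its list. MACS2 writes fold as (pileup + 1) divided by (background + 1), and the p-value as a Poisson probability. The peak with the lowest fold of a list was taken to have a single whole-number pileup, and the pileup and background that matched its fold and p-value were solved for. The mismatch in −log10 p was at most 1.1e-05 for the chosen pileup, against at least 0.00982 for the next best. The same whole-number pileup and background gave the p-values of 1719 peaks in Sham_3D, 918 in MI_3D, 1407 in Sham_7D and 1177 in MI_7D, which were the peaks at that level. This background assumes 1 value for the whole genome. It stands in for depth and is not a read count.

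Peaks were called shared if they overlapped a peak of the other list by at least 1 bp. Called length is the total length of the merged peaks, and the Jaccard index is the length called in both lists over the length called in either. The union of the 4 lists was merged and each region was scored by the lists that called it, for the 3 ways of dividing 4 libraries into pairs. Promoters were the 3 kb either side of an annotated transcription start site, and other peaks were assigned to exon, intron or intergenic sequence in that order. Peaks off the main chromosomes (20 in Sham_3D, 15 in MI_3D, 11 in Sham_7D and 14 in MI_7D) were left out of the motif counts and lay in no gene window. In the promoter shares they were kept and counted as intergenic.

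A gene window ran from 50 kb upstream of the gene start to 30 kb downstream of the gene end, after the window that the study used for gene activity. Marker sets (10 sets, 44 marker genes including the single genes *Il4* and *Timd4*) were fixed in advance. Most markers were named in the text of the study, largely for its neonatal libraries and in part after earlier work, and the populations of the adult libraries were named there by markers too. How far the adult libraries entered the choice is not stated, so the sets are not taken as independent of them. *Ptprc*, *Csf1r* and the 4 cardiomyocyte genes were added. Genes of a set with overlapping windows counted as 1 locus. A set median was placed among 10000 random lists of protein-coding genes of the same size, matched in 20 bins of mean called share over the 4 libraries. Printed names followed a rule fixed in advance. It covered *Arg1*, *S100a9*, *Ly6c2*, *Lyve1*, *Ccr2* and *Cxcr2*, any marker with opposite changes on the 2 days, the 5 protein-coding genes with the largest gain and the 5 with the largest loss on the less changed day (with no overlapping windows within a list), and the 5 top-ranked regions for each condition. *Trem2*, *Timd4*, *S100a8* and *Dab2* were named after their values were seen, and the single values of *C1qa* and *Cbr2* were also added then.

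Motifs were counted as consensus matches on both strands (9 motifs, AP-1 as TGASTCA with S for C or G) in peaks outside promoters, in GRCm38 sequence. Shared peaks of the same list were drawn 200 times to the GC content (bins of 2%) and length of the peaks called in 1 condition only, and the central 95% of the draws is given.

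Groups, comparisons, marker sets, the rule for names and all alternatives but 1 were chosen before the data were examined. These alternatives were a −log10 q of at least 5, equal numbers of top-ranked peaks (22677 per list, by fold or by −log10 p), equal called length (96.7 Mb per list, by fold), a reciprocal overlap of 50%, joining of peaks under 1 kb apart, autosomes only, peaks of at least 500 bp, promoters of 1 kb either side, windows of the gene body with 3 kb either side, random lists also matched on window length, protein-coding genes called in at least 1 library, and motifs in the central 1 kb of a peak. The common depth floor, which kept peaks with a mean pileup of at least 7.79 times background, was the 1 chosen after the data were seen. The recovered background, the overlaps, the motif ratios and the random lists were tested on simulated data. The background was recovered in 50 of 50 simulated lists, overlap counts equalled those of bedtools 2.31.1 in 6 of 6 pairs of lists, and 10 of 10 simulated motif ratios lay in their 95% interval. Of 200 simulated lists of 7 genes with no change, 10 fell outside the central 95%, and 196 of 200 with a planted gain lay above it.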

Results

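Acetylation of histone H3 at lysine 27 (H3K27ac), a mark of active promoters and enhancers, was profiled in mononuclear phagocytes from the infarct zone of adult mouse hearts. Cells that carried CD45, a marker of leukocytes, and F4/80, a marker of macrophages, were sorted and put through CoBATCH, a single-cell assay in which an antibody directs a transposase to marked chromatin and the tagged fragments are sequenced. Hearts were taken 3 or 7 days after ligation of a coronary artery, which causes myocardial infarction (MI), or after a sham operation without ligation. There were 4 libraries, named Sham_3D, MI_3D, Sham_7D and MI_7D, 1 for each condition and day, and each library stands for its group alone. The labels give 1 mouse per sample, whereas the methods of the study describe pooling the same zone of several hearts. Which of these holds for the adult libraries was not settled here. Each library was represented by 1 list of broad H3K27ac peaks, called on its aggregated cells. With 1 library per group there was no replicate spread. No test between conditions was possible within a day, and none was made with the days as replicates. Every difference given here is a difference between libraries. Shares carry 95% Wilson intervals, which cover counting error only.

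The depth of the libraries was read from the lists, because the number of reads was not among the values analysed. The background of each library, in fragments per base, was recovered from the fold enrichment and p-value of its weakest peaks. It was 0.662 in Sham_3D, 1.42 in MI_3D, 0.514 in Sham_7D and 1.03 in MI_7D. The MI background was thus 2.15 times the sham background at day 3 and 2.00 times at day 7. The weakest peaks had a mean pileup of 4 fragments in Sham_3D, 6 in MI_3D, 4 in Sham_7D and 5 in MI_7D, which corresponded to 6.04, 4.22, 7.79 and 4.87 times the background of the same library. A peak could therefore be called at a lower enrichment in the MI libraries than in the sham libraries. Every comparison of called peaks between MI and sham carries this difference in depth.

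The lists held 25780 peaks in Sham_3D, 26025 in MI_3D, 22677 in Sham_7D and 26106 in MI_7D. MI lists were longer than sham lists by a ratio of 1.01 at day 3 and 1.15 at day 7. Called length differed more. It was 120 Mb in Sham_3D and 151 Mb in MI_3D, a ratio of 1.25, and 96.7 Mb in Sham_7D and 145 Mb in MI_7D, a ratio of 1.5. Median peak width was 2422 bp in Sham_3D, 2751 bp in MI_3D, 2262 bp in Sham_7D and 2725 bp in MI_7D. A common depth floor, which kept only peaks with a mean pileup of at least 7.79 times background in every list, moved peak number most. Under it the log2 ratio of MI to sham peak number went from 0.01 to -0.70 at day 3 and from 0.20 to -0.89 at day 7, while the log2 ratio of called length went from 0.33 and 0.58 to 0.06 and 0.26. Peaks with a −log10 q of at least 5 moved the ratios the other way, to 0.47 and 0.44 for peak number and 0.62 and 0.79 for called length.

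**Figure D1:**
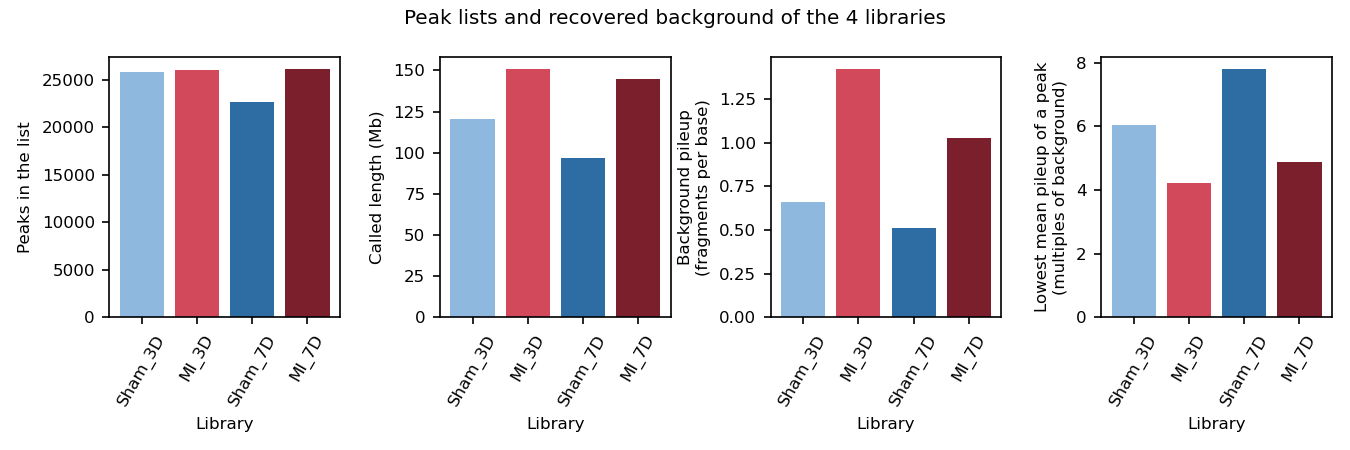
Bars give, for each of the 4 libraries, the number of peaks, the called length in Mb, the recovered background in fragments per base, and the lowest mean pileup of a peak in multiples of that background. Background was 2.15 times (day 3) and 2.00 times (day 7) higher in MI than in sham, and the lowest callable enrichment was lower in the MI libraries.

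To ask which H3K27ac regions accompanied MI, peaks of the MI and sham lists of a day were overlapped by at least 1 bp. At day 3, 7725 of 26025 MI peaks (29.7%, 95% interval 29.1 to 30.2) had no sham counterpart, and 4679 of 25780 sham peaks (18.1%, 17.7 to 18.6) had no MI counterpart. At day 7 the shares were 35.0% of MI peaks (9147 of 26106, 34.5 to 35.6) and 9.21% of sham peaks (2088 of 22677, 8.84 to 9.59). The intervals of MI and sham did not overlap on either day. Peaks without a counterpart sat low in their own lists when peaks were ranked by the fold enrichment that the authors deposited for each peak. They made up 0.446% of the top 25% of MI_3D peaks, 0.605% in Sham_3D, 0.230% in MI_7D and 0.0882% in Sham_7D, against 68.0%, 42.0%, 80.3% and 25.8% of the bottom 25%. Of the MI peaks without a sham counterpart, 86.8% at day 3 (86.1 to 87.6) and 94.3% at day 7 (93.8 to 94.8) had a mean pileup over background under the lowest that the sham list of that day held, against 26.8% and 31.1% of shared MI peaks. Requiring a reciprocal overlap of 50% raised the MI shares to 58.2% and 62.8% and the sham shares to 57.9% and 57.2%. The intervals of day 3 then overlapped (57.6 to 58.8 for MI and 57.2 to 58.5 for sham). The common depth floor lowered the MI shares to 6.66% and 4.26% and reversed the order of the conditions. Under it 33.6% and 32.5% of sham peaks had no MI counterpart.

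Similarity of the 6 pairs of libraries was measured as the Jaccard index, the bases called in both lists divided by the bases called in either. It was 0.709 between MI_3D and MI_7D (123 Mb shared) and 0.661 between Sham_3D and Sham_7D (86.3 Mb shared), a mean of 0.685 for libraries of the same condition. For libraries of the same day it was 0.593 at day 3 (100.8 Mb shared) and 0.580 at day 7 (88.7 Mb shared), a mean of 0.587. Pairs that shared neither condition nor day gave 0.645 for Sham_3D with MI_7D and 0.527 for MI_3D with Sham_7D, a mean of 0.586. The pair with the lowest index, MI_3D with Sham_7D, was also the pair with the largest ratio of backgrounds, 2.76, and the same-condition pairs had the smallest ratios, 1.29 for sham and 1.38 for MI. The difference between the same-condition and same-day means was 0.0984, and it was largest with peaks of a −log10 q of at least 5, at 0.156.

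Merging the 4 lists gave 31584 regions, of which 13987 (44.3%) were called in all 4 lists. Regions called in both MI lists and neither sham list numbered 2349, and regions called in both sham lists and neither MI list numbered 599. For comparison, 409 regions were called in both day 3 lists only and 170 in both day 7 lists only. The crossed pairs gave 510 regions for Sham_3D with MI_7D and 102 for MI_3D with Sham_7D. The MI count was the largest of the 6. It remained so with a −log10 q of at least 5 (1729, next 152) and with equal numbers of peaks (1815, next 695), but not with equal called length or under the common depth floor, which both remove more from the MI lists. The −log10 q threshold favoured the MI lists and so does not test a gain. It kept 11601 peaks of MI_3D and 10795 of MI_7D, against 8403 of Sham_3D and 7980 of Sham_7D. With each list reduced to its top-ranked peaks by fold until all covered 96.7 Mb, the length of the Sham_7D list, 12 regions were called in both MI lists only and 2727 in both sham lists only.

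Of the regions called in both MI lists only, the 5 with the highest mean rank of fold within their lists were examined (all coordinates are GRCm38, also called mm10). The region ranked highest, on chromosome 13, 100015260 to 100016439, lay at the promoter of *Mccc2*, with folds of 4.99 at day 3 and 6.50 at day 7. The next, on chromosome 14, 54491755 to 54494966, was intergenic, 15503 bp from the nearest protein-coding start site, that of *Rem2*, with folds of 7.86 at day 3 and 4.32 at day 7. The region on chromosome 2, 118956577 to 118965959, was intergenic, 30063 bp from the start of *Chst14*, with folds of 6.67 at day 3 and 4.76 at day 7. Another, on chromosome 8, 18616311 to 18620263, lay within *Mcph1* and within 3 kb of the start of the small nucleolar RNA gene *Gm25763*, with folds of 6.46 at day 3 and 4.77 at day 7. The last, on chromosome 16, 30464687 to 30468442, was intergenic, 76157 bp from the start of *Atp13a3*, with folds of 5.46 at day 3 and 5.44 at day 7. Under the common depth floor 4 of the 5 were still called in both MI lists only, with a −log10 q of at least 5 this held for 2, and with equal called length for 0.

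Of the regions called in both sham lists only, the top 5 were as follows. The highest, on chromosome 4, 46075422 to 46080275, overlapped an exon of *Tmod1*, with folds of 5.66 at day 3 and 5.69 at day 7. The next, on chromosome 9, 119415656 to 119418912, lay in an intron of *Acvr2b*, with folds of 5.85 at day 3 and 5.15 at day 7. A narrow region on chromosome 3, 148325031 to 148325786, was intergenic, 497193 bp from the start of *Adgrl2*, with folds of 4.57 at day 3 and 6.39 at day 7. Another on chromosome 1, 16059035 to 16061162, was intergenic, 20050 bp from the start of *4930444P10Rik*, with folds of 5.28 at day 3 and 5.50 at day 7. The last, on chromosome 11, 115952916 to 115955960, lay within *Sap30bp* and within 3 kb of the start of its antisense gene *Sap30bpos*, with folds of 4.59 at day 3 and 6.09 at day 7. With a −log10 q of at least 5, 2 of the 5 were still called in both sham lists only. Alternatives that remove peaks of low fold do not test these regions, which ranked high in both sham lists and were absent from the full MI lists.

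Peaks called in 1 condition only lay less often at promoters, taken as the 3 kb either side of an annotated transcription start site. At day 3, 20.3% of MI-only peaks (19.5 to 21.3) and 21.6% of sham-only peaks (20.5 to 22.9) overlapped a promoter, against 59.7% of shared peaks of the MI list (59.0 to 60.4) and 54.6% of shared peaks of the sham list (53.9 to 55.2). At day 7 the promoter shares were 23.0% of MI-only peaks (22.1 to 23.9), 20.0% of sham-only peaks (18.3 to 21.7), 60.8% of shared MI peaks and 54.0% of shared sham peaks. Shared peaks were wider and therefore met a promoter more easily. The median width was 1048 bp for MI-only and 4115 bp for shared MI peaks at day 3, and 1081 bp and 4427 bp at day 7. The alternative that moved the shares of MI-only peaks most was the stricter threshold. It kept fewer sham than MI peaks, so a peak could become MI-only because its sham counterpart was removed. With peaks of a −log10 q of at least 5, the promoter share of MI-only peaks was 57.2% at day 3 and 63.7% at day 7, at median widths of 4369 bp and 3921 bp. Shared MI peaks rose as well, to 82.5% and 81.0%, at median widths of 7761.5 bp and 8261.5 bp. MI-only peaks thus still lay less often at promoters, but they were also narrower, so that width was not excluded as the reason.

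Signal near genes was measured as the called share of a gene window, the percentage of bases from 50 kb upstream of the gene start to 30 kb downstream of the gene end that lay in called peaks. Such a window takes in neighbouring genes, and a called share records where peaks were called, not how strong they were. Across 16282 protein-coding genes called in at least 1 library, the median change from sham to MI was 1.97 percentage points at day 3 and 3.84 at day 7, and 73.5% and 89.3% of genes were higher in MI. With equal called length the median changes were 0.0434 and 0.539. Changes of marker sets are therefore given beside those of random lists, and changes of single genes with their percentile among protein-coding genes matched on mean called share. Across all 55413 annotated genes, the MI minus sham changes of day 3 and day 7, which share no library, had a Pearson r of 0.734 and a Spearman rho of 0.619. Genes are not independent replicates, so no p-value is attached. The crossed pairing, MI_3D minus Sham_7D against MI_7D minus Sham_3D, gave an r of 0.727 (rho 0.586), and the pairing by day, MI_3D minus MI_7D against Sham_3D minus Sham_7D, gave 0.172 (rho 0.170). Equal called length moved the first value most, to 0.533.

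Marker sets fixed in advance asked whether windows of the populations named by the study differed between MI and sham. Each set median is given with its percentile among 10000 random lists of as many genes, matched on mean called share, as a description of these libraries. The resident macrophage set (*Lyve1*, *C1qa*, *Mgl2*, *Fcrls*, *Cbr2*) was lower in MI at all 5 loci on both days, with a median of -9.42 percentage points at day 3 (percentile 0.06, central 95% of random lists -1.41 to 16.0) and -7.16 at day 7, below all 10000 random lists (3.72 to 17.6). The losses were uneven. *C1qa* changed by -3.15 at day 3 and only -0.379 at day 7 (percentiles 11.7 and 3.01 among matched genes). *Cbr2* changed by only -0.345 at day 3 and by -7.16 at day 7 (percentiles 19.7 and 0.799). The *Arg1*+ infiltrating macrophage set (7 loci) rose by 17.4 at day 3 (percentile 99.98, -0.661 to 9.90), and by 3.85 at day 7 (percentile 12.0, 2.38 to 11.3). Its loci did not move together. At day 3, 5 were higher and 2 lower (*Dab2* by -11.8 and *Pdgfb* by -29.3). At day 7, 6 were higher and 1 lower (*Dab2* by -2.88). Both medians of this set were the change of *Arg1* itself. The S100a9+Ly6c+ infiltrating monocyte set (8 loci) rose by 9.10 at day 3 (percentile 95.9, -0.178 to 9.84) and by 7.53 at day 7 (percentile 64.5, 2.62 to 11.5). Equal called length moved the *Arg1*+ and resident medians most, to -2.09 and -0.344 and to -28.2 and -21.3, and took the S100a9+Ly6c+ medians to 0 and -5.96. The S100a9+Ly6c+ medians moved most with the gene body and 3 kb either side, to 37.9 and 26.0. Both then lay above the central 95% of random lists (percentiles 100 and 99.71), as did the *Arg1*+ median of day 3 (97.6). With a −log10 q of at least 5 the S100a9+Ly6c+ median of day 3 lay above it (9.53, percentile 99.17), unlike that of day 7. The *Arg1*+ median of day 3 then lay inside it (2.77, percentile 37.3). At day 3 both sets lay inside their random lists with equal called length and under the common depth floor. Of these 3 sets, only the resident set kept its direction on both days under all alternatives computed, of which equal called length and the common depth floor remove more from the MI lists and so cannot test a loss.

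In the other sets, the MHC class II locus, which holds all 3 of its genes, changed by -15.1 at day 3 (percentile 1.38) and 7.33 at day 7 (percentile 19.4). Classical monocyte genes (*Ly6c2* and *Ccr2*) changed by 14.2 (percentile 91.3) and 18.6 (percentile 95.03), and Ly6c-low monocyte genes by 5.96 (percentile 58.2) and 11.2 (percentile 76.0). Genes common to mononuclear phagocytes changed by 0.497 (percentile 5.27) and 5.14 (percentile 5.11). With a −log10 q of at least 5 these lay below the central 95% of random lists (percentiles 2.43 and 0.29). Classical monocyte genes then lay above it at day 3 (22.7, percentile 98.38) but not at day 7 (8.75, percentile 53.4). With the gene body alone, classical and Ly6c-low monocyte genes lay above it at day 7 (percentiles 99.85 and 99.99) but not at day 3. With equal called length the classical median of day 7 was -0.777. As sets that the sorted cells were not chosen for, non-leukocyte genes changed by 1.54 (percentile 72.3) and 2.72 (percentile 87.9), lymphocyte genes by 3.59 (percentile 62.2) and 4.20 (percentile 50.5), and cardiomyocyte genes by 0 (percentile 25.7) and 0.779 (percentile 72.0). The medians of these 3 sets lay within the central 95% of their random lists on both days.

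**Figure D2:**
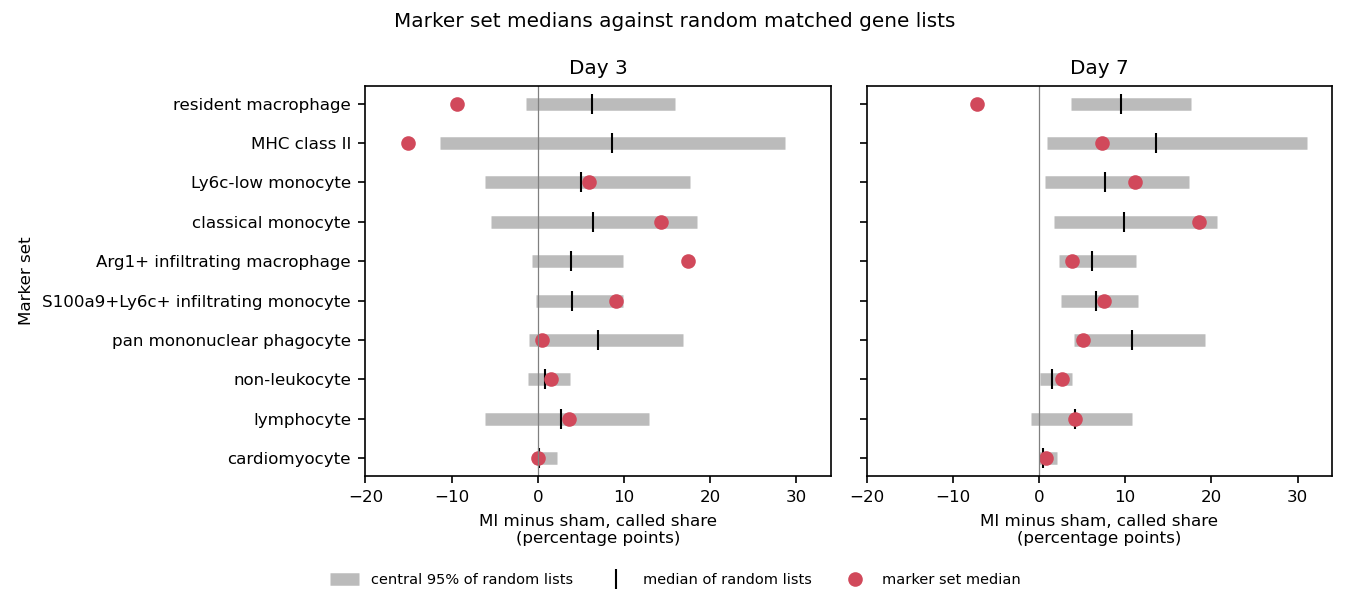
Points give the median change of each marker set from sham to MI in called share of the gene window (percentage points) at days 3 and 7, grey bars the central 95% of 10000 matched random lists, and ticks their median. The resident macrophage set lay below its random lists on both days (medians of -9.42 and -7.16). The *Arg1*+ set lay above its random lists at day 3 only (17.4), but not with a −log10 q of at least 5 (2.77, percentile 37.3).

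The single markers named in advance are given as called shares of their windows. *Arg1* (ENSMUSG00000019987.9, chromosome 10, 24915221 to 24927484) had 24.5% of its window called in MI_3D and 9.12% in MI_7D, against 7.15% in Sham_3D and 5.27% in Sham_7D. For *S100a9* (ENSMUSG00000056071.12, chromosome 3, 90692632 to 90695721) the shares were 46.6% in MI_3D and 5.18% in MI_7D, against 3.91% in Sham_3D and 0% in Sham_7D. Most of the MI_3D value came from 1 peak on chromosome 3, 90655797 to 90695934, which was 40138 bp wide, covered both *S100a8* and *S100a9*, and had an average fold of 4.02 (percentile 45.8 of its list). *Cxcr2* (ENSMUSG00000026180.8, chromosome 1, 74153989 to 74161246) had 21.5% called in MI_3D, 9.0% in MI_7D, 1.73% in Sham_3D and 0% in Sham_7D. *Ly6c2* (ENSMUSG00000022584.14, chromosome 15, 75108158 to 75111970) had 25.4% in MI_3D and 27.4% in MI_7D, against 4.94% and 1.03% in the sham libraries of days 3 and 7. *Ccr2* (ENSMUSG00000049103.14, chromosome 9, 124101950 to 124113557) was mostly called in every library, at 95.4% and 93.1% in MI against 87.4% and 82.3% in sham. *Lyve1* (ENSMUSG00000030787.4, chromosome 7, 110850607 to 110863239) fell from 69.8% in Sham_3D to 34.7% in MI_3D and from 48.0% in Sham_7D to 36.1% in MI_7D. Among matched genes the changes at day 3 and day 7 stood at percentiles 98.96 and 32.2 for *Arg1*, 99.94 and 45.6 for *S100a9*, 99.69 and 93.2 for *Cxcr2*, 98.3 and 99.8 for *Ly6c2*, 46.6 and 34.9 for *Ccr2*, and 0.184 and 0.307 for *Lyve1*. The rises of *Ccr2* on both days and of *Arg1* and *S100a9* at day 7 were thus no larger than those of most matched genes. With a −log10 q of at least 5 the *Ccr2* rises were larger, at 33.7 and 17.5 percentage points, but this threshold kept more peaks of MI than of sham lists. The *Ly6c2* window was then at 11.7% in MI_3D and at 0% in the other libraries, so that its day 7 rise was lost. With equal called length the day 7 changes of *Arg1* (-5.27), *Ly6c2* (-1.03) and *Ccr2* (-0.524) were below 0, and under the common depth floor so was the day 3 change of *Ly6c2* (-0.433). No peak was called in the *S100a9* window, nor in that of *S100a8*, in any of the 4 libraries with a −log10 q of at least 5, with equal called length or under the common depth floor. The *Cxcr2* window was at 0% in all 4 libraries with equal called length, and at 8.82% in MI_3D and 0% in MI_7D with a −log10 q of at least 5. With that threshold the *Ly6c2* window was at 11.7% in MI_3D and at 0% in MI_7D and both sham libraries, so its day 7 gain was lost. A window listed at 0% means that no peak was called there at the depth of that library.

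Of the 44 marker genes, 10 changed in opposite directions on the 2 days, each lower in MI at day 3 and higher at day 7. At the MHC class II locus, *H2-Aa* (ENSMUSG00000036594.15, chromosome 17, 34282744 to 34287823) went from 89.6% to 68.8% at day 3 and from 80.8% to 86.6% at day 7. The neighbouring *H2-Ab1* (ENSMUSG00000073421.6, chromosome 17, 34257689 to 34269419) changed by -5.26 and 8.16 percentage points and *H2-Eb1* (ENSMUSG00000060586.11, chromosome 17, 34305867 to 34316674) by -19.2 and 8.06. *Pdgfb* (ENSMUSG00000000489.7, chromosome 15, 79995874 to 80014977), a gene of the *Arg1*+ set, went from 51.1% to 21.9% at day 3 and from 40.3% to 47.6% at day 7. *Csf1r* (ENSMUSG00000024621.16, chromosome 18, 61100598 to 61132149) changed by -6.60 and 1.80, *Il18r1* (ENSMUSG00000026070.15, chromosome 1, 40465552 to 40500854) by -5.63 and 1.08, and *Ace* (ENSMUSG00000020681.14, chromosome 11, 105967945 to 105989964) by -2.08 and 11.7. *Il4* (ENSMUSG00000000869.12, chromosome 11, 53602982 to 53618669) changed by -6.09 and 4.30, *Myh6* (ENSMUSG00000040752.16, chromosome 14, 54941921 to 54966927) by -1.25 and 1.56, and *Kdr* (ENSMUSG00000062960.10, chromosome 5, 75932827 to 75978458) by -0.185 and 4.28. Among matched genes the 10 stood between percentiles 0.0614 and 29.1 at day 3, and between 4.97 and 99.94 at day 7. A place below the matched median at day 3 follows from the choice of genes, all of which fell then. *Timd4* (ENSMUSG00000055546.6, chromosome 11, 46810800 to 46844332), which belonged to no set, changed by -7.16 and -7.98 (percentiles 0.553 and 0.0614). The changes of *Il18r1*, *Ace*, *Kdr* and *Csf1r* at day 7 changed sign under at least 1 alternative, as did those of *Kdr* at day 3, and of *H2-Aa* at day 3 when only the gene body was counted (6.25).

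Genome-wide, the 5 protein-coding genes with the largest gain on both days were *B430306N03Rik*, *Khdc3*, *Cd300lf*, *Pcbp1* and *Asprv1*. The window of *B430306N03Rik* (ENSMUSG00000043740.15, chromosome 17, 48316141 to 48327024) was called over 79.7% in MI_3D and 63.3% in MI_7D, against 18.9% in Sham_3D and 7.58% in Sham_7D. It overlaps that of *Trem2* (ENSMUSG00000023992.14, chromosome 17, 48346401 to 48354147), a gene of the *Arg1*+ set that gained 40.1 and 40.6 percentage points (percentiles 99.4 and 99.94). *Khdc3* (ENSMUSG00000092622.8, chromosome 9, 73101836 to 73104438) gained 53.0 and 48.5, and *Cd300lf* (ENSMUSG00000047798.15, chromosome 11, 115116214 to 115133992) gained 44.2 and 57.8. *Pcbp1* (ENSMUSG00000051695.6, chromosome 6, 86524492 to 86526321) gained 44.2 and 41.1, and *Asprv1* (ENSMUSG00000033508.7, chromosome 6, 86628164 to 86629710), whose window lies beside that of *Pcbp1*, gained 43.2 and 37.6. Having been chosen for their size, these gains stood at percentiles from 99.3 to 99.94 among matched genes. All 5 were higher on both days under the alternatives computed for peaks, and 3 of the 5 when only the gene body with 3 kb either side was counted, where *Khdc3* changed by -6.25 at day 3.

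The 5 genes with the largest loss on both days were *Cd163*, *Tcim*, *Atp6v0d2*, *A930033H14Rik* and *Selenop*. *Cd163* (ENSMUSG00000008845.9, chromosome 6, 124304656 to 124330527) fell from 52.0% in Sham_3D to 8.24% in MI_3D and from 44.1% in Sham_7D to 13.6% in MI_7D. The *Tcim* window (ENSMUSG00000056313.5, chromosome 8, 24437180 to 24438984) was called over 27.9% in Sham_3D and 25.2% in Sham_7D, 0% in MI_3D and 5.98% in MI_7D. *Atp6v0d2* (ENSMUSG00000028238.6, chromosome 4, 19876841 to 19922605) changed by -22.2 and -16.4, *A930033H14Rik* (ENSMUSG00000090622.1, chromosome 10, 69209762 to 69213098) by -27.2 and -16.1, and *Selenop* (ENSMUSG00000064373.12, chromosome 15, 3268547 to 3280508) by -21.4 and -14.8. Also chosen for their size, these losses stood at percentiles from 0.0614 to 0.799 among matched genes. They run against the depth of the libraries, which was greater in MI. With a −log10 q of at least 5, and with the gene body alone, 4 of the 5 were lower on both days. *A930033H14Rik* was higher at day 7 with a −log10 q of at least 5 (0.666) and with the gene body alone (0.461).

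**Figure D3:**
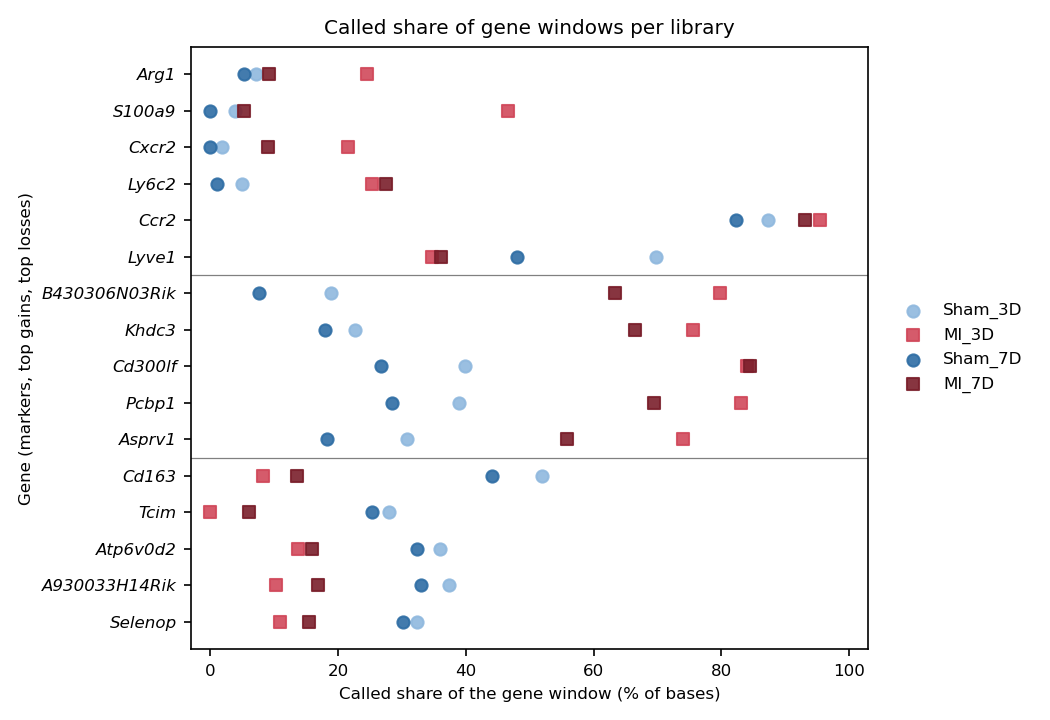
Points give the called share of the gene window (% of bases) in each of the 4 libraries for the 6 markers named in advance (top), the 5 largest gains (middle) and the 5 largest losses (bottom). *S100a9* stood at 46.6% in MI_3D and at or below 5.18% in the other libraries, a difference that is lost with a −log10 q of at least 5, and *Cd163* at 8.24% and 13.6% in MI against 52.0% and 44.1% in sham.

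**Figure D4:**
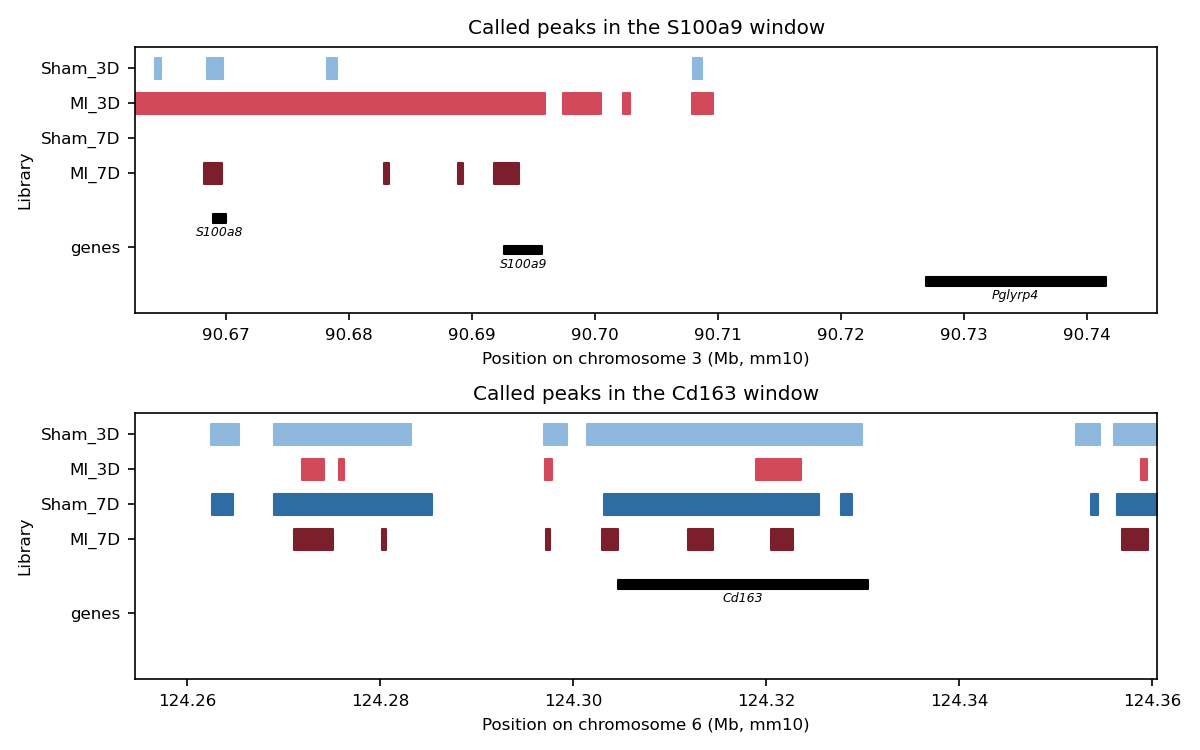
Called peaks of the 4 libraries in the windows of *S100a9* (chromosome 3) and *Cd163* (chromosome 6), by position in Mb on mm10, with annotated protein-coding genes in black. MI_3D had a peak of 40138 bp over *S100a8* and *S100a9*, which is not among peaks with a −log10 q of at least 5, and both sham libraries had wider peaks over *Cd163* than either MI library.

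Motif density was compared in peaks outside promoters, because the study examined transcription factors of the AP-1, C/EBP, SMAD, NFE2, NR4A and IRF families. Shared peaks were drawn to match the GC content and length of the MI-only peaks. Consensus AP-1 sites occurred at 0.308 per kb in MI-only peaks of day 3 (6123 matched peaks) and 0.247 per kb in matched shared peaks, a log2 ratio of 0.32 (95% of draws 0.24 to 0.40). At day 7 the log2 ratio was 0.10 (0.04 to 0.19, 6971 matched peaks). Sham-only peaks had log2 ratios of -0.37 (-0.50 to -0.26) at day 3 and -0.33 (-0.55 to -0.14) at day 7. The common depth floor moved the AP-1 ratio of MI-only peaks most, to 0.14 at day 3 (-0.05 to 0.28) and 0.50 at day 7 (0.25 to 0.74). C/EBP sites did not differ detectably in MI-only peaks, with log2 ratios of 0.02 (-0.02 to 0.06) and -0.02 (-0.05 to 0.02). They were less dense in sham-only peaks, at -0.097 (-0.16 to -0.035) and -0.10 (-0.17 to -0.018), but counted in the central 1 kb both intervals of sham-only peaks included 0. PU.1 sites were less dense in MI-only than in matched shared peaks, at -0.29 and -0.30, and so was a GC-rich control motif bound by KLF and SP factors, at -0.27 and -0.29. Under the common depth floor PU.1 sites at day 3 (0.010) and the control motif on both days (0.014 and 0.064) no longer had a ratio below 0. The PU.1 ratio at day 7 was then -0.058, with an interval that included 0 (-0.23 to 0.11). In sham-only peaks the ratios were -0.086 (-0.18 to 0.0042) and -0.40 (-0.54 to -0.26) for PU.1, and -0.37 (-0.67 to -0.061) and -0.53 (-1.0 to -0.029) for the control motif. SMAD, NR4A and MEF2 ratios of MI-only and sham-only peaks had intervals that included 0 on both days. Under the common depth floor the MEF2 interval of sham-only peaks at day 3 excluded 0 (0.36, 0.11 to 0.61). The PU.1 interval of sham-only peaks at day 7 then included 0 (-0.034, -0.093 to 0.031). In MI-only peaks, IRF sites gave -0.18 (-0.29 to -0.09) and 0.05 (-0.06 to 0.16), and NFE2 sites, which contain the AP-1 core, gave 0.42 (0.14 to 0.77) and -0.35 (-0.61 to -0.0019). In sham-only peaks, IRF gave -0.0093 (-0.16 to 0.16) and -0.45 (-0.70 to -0.19), and NFE2 gave -0.49 (-0.97 to -0.047) and -0.53 (-1.34 to 0.18). These calls changed with the processing. In the central 1 kb the IRF interval of MI-only peaks included 0 at day 3 (-0.26 to 0.091) and excluded it at day 7 (0.014 to 0.29), and that of the control motif included 0 at day 3 (-0.43 to 0.098). With equal numbers of peaks the NFE2 intervals of MI-only peaks included 0 on both days (-0.14 to 0.50 and -0.67 to 0.041), as did those of sham-only peaks at day 3 for NFE2 (-0.93 to 0.046) and the control motif (-0.53 to 0.027).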

Values the study reported

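For the adult hearts, the study reported 4,613 cells that passed its quality filters, 1,864 of them from sham hearts and 2,749 from hearts with MI. It grouped these cells into 7 populations by their H3K27ac profiles.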

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

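The tests of yield in this part were chosen only after the changes had been seen. The results here are effects of MI that had opposite directions at day 3 and day 7, lower than sham at day 3 and higher at day 7. With 1 library per group these differences between days were not tested.

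In called share of the gene window, the day 3 change minus the day 7 change was -26.6 percentage points for *H2-Aa*, -13.4 for *H2-Ab1* and -27.3 for *H2-Eb1*, and -22.4 for the MHC class II locus that holds all 3. It was -36.6 for *Pdgfb*, -13.8 for *Ace*, -10.4 for *Il4*, -8.41 for *Csf1r*, -6.72 for *Il18r1*, -4.47 for *Kdr* and -2.81 for *Myh6*. All 10 genes lay below the median of windows with a similar mean called share at day 3. This follows from their choice and is no further evidence. They were taken for opposite changes and all fell at day 3, when 73.5% of protein-coding genes were higher in MI. At day 7 nearly all windows were called more in MI than in sham, since 89.3% of protein-coding genes were higher, so a rise of a few percentage points at day 7 is the common direction and not a departure from it.

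For the MHC class II locus, the day 7 change minus the median of its random lists was -6.28 percentage points. The change itself, 7.33, lay inside the central 95% of those lists (0.952 to 31.1, at percentile 19.4), and with a −log10 q of at least 5 the change of 13.6 was close to their median of 14.4 (percentile 46.95). The day 7 rise was thus of a size common among windows with a similar called share, and the change of sign may come from the greater yield of the MI_7D list. The rise itself remained above 0 under all alternatives computed, from 0.541 with the gene body alone to 13.6 with a −log10 q of at least 5, so that it was not removed by equal called length (4.94). Lower depth of MI_3D is not a likely origin of the day 3 loss, because MI_3D had the highest background of the 4 libraries and deeper libraries call more. Other technical origins were not tested. The loss at this locus was -15.2 with a −log10 q of at least 5 and -8.78 with the gene body alone, although *H2-Aa* taken by itself rose by 6.25 with the gene body alone. Equal called length (-77.5) and the common depth floor (-43.1) remove more from the MI lists and do not bear on a loss. A different mixture of cells at day 3, a change of the mark within the same cells and a difference between the animals behind single libraries remain open and were not tested here. The study did report a changed mixture in adult hearts after MI. It found *Arg1*+ and S100a9+Ly6c+ cells induced, and macrophages marked by *Ccr2* and MHC class II that arose only after MI. Whether such a change accounts for the day 3 loss at this locus was not tested here.

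Over the 10 genes, 6 rose less at day 7 than the median of matched genes. The members went both ways, from percentile 4.97 for *Csf1r* to 99.94 for *Ace*, so greater yield of the MI_7D list and a change in the cells cannot be told apart for the group as a whole. *Ace* and *Il4* rest on weak peaks. Their strongest peaks in MI_7D lay at percentiles 28.0 and 15.8 of their list by fold, and both day 7 changes were 0 with a −log10 q of at least 5. *Pdgfb* had the largest difference, with a day 3 change of -28.1 with a −log10 q of at least 5 and -43.9 with the gene body alone, and day 7 changes from 0.935 to 7.34 under the alternatives computed. *Ace* at day 7 rose by 40.4 with the gene body alone and reversed under equal called length and the common depth floor. *Myh6* and *Kdr* belong to the cardiomyocyte and non-leukocyte sets, whose medians stayed within the central 95% of their random lists on both days. No peak was called in any library over the *Myh6* gene body with 3 kb either side, so its changes came from other parts of the window. Whether cells of these types contributed to single windows was not tested.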

How the results depend on the processing

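The common depth floor was chosen only after the results were seen, and the other alternatives were planned. No paired test was made, as pairing MI with sham by day gives only 1 pair for each day. For 143 results, 666 values were computed under alternatives. Among the values that answer a comparison, 73 stayed close to the value reported above, 62 moved and 3 reversed. A change of sign in a marker set was not always counted as reversed. With equal called length only 1 of these values was counted so. There the *Arg1*+ medians went from 17.4 to -2.09 at day 3 and from 3.85 to -0.344 at day 7. The S100a9+Ly6c+ median of day 7 went from 7.53 to -5.96. Close means inside the counting interval for a share, inside the interval of draws for a motif, within 1.5 times for a count, an index or a single gene, and within a range as wide as that of the random lists for a marker set. Among single genes, pairs of libraries, motifs and other details, 336 stayed, 167 moved and 25 reversed. Some values that stayed could not have changed. Joining peaks under 1 kb apart gave 12 of the 73 and 12 of the 336. Matching random lists on window length gave 6 of the 73 and 14 of the 336. The cause of a change was not tested unless one is given.

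The common depth floor changed the largest number of values, but equal called length, computed for fewer results, changed a larger share. MI peaks without a sham counterpart fell to 6.66% at day 3 and 4.26% at day 7, and sham peaks without an MI counterpart rose to 33.6% and 32.5%. The log2 ratio of MI to sham peak number reversed to -0.70 and -0.89. Regions in both MI lists only numbered 75 and in both sham lists only 2277. Promoter shares were 38.3% and 40.2% for MI-only and 42.4% and 28.8% for sham-only peaks. Set medians were -22.6 for resident macrophages at day 3, 0 for the *Arg1*+ set at day 3, and 1.503 and 0 for the S100a9+Ly6c+ set. Changes reversed for *Ace* (-0.817), *Il18r1* (-8.15) and *Kdr* (-2.33) at day 7 and *Ly6c2* at day 3 (-0.433). Motif log2 ratios of MI-only peaks were 0.14 and 0.50 for AP-1 and 0.068 for C/EBP at day 7, and reversed for PU.1 at day 3 (0.010), the control motif (0.014 and 0.064) and NFE2 at day 7 (0.48). By construction the floor keeps every Sham_7D peak and removes more from the MI list of a day than from the sham list.

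With equal called length, 12 regions were in both MI lists only and 2727 in both sham lists only. Set medians were -28.2 and -21.3 for resident macrophages, -2.09 for the *Arg1*+ set at day 3, and 0 and -5.96 for the S100a9+Ly6c+ set. The day 7 changes of *Arg1* (-5.27), *Ly6c2* (-1.03), *Ccr2* (-0.524), *Ace* (-0.817), *Il18r1* (-8.15), *Csf1r* (-9.81) and *Kdr* (-2.33) reversed, as did the correlation of MI_3D minus MI_7D with Sham_3D minus Sham_7D (-0.000142). No peak remained in the *S100a9* window of any library here, under the common depth floor or with a −log10 q of at least 5, and none in the *Cxcr2* window here. Like the floor, this alternative keeps all of Sham_7D and drops low-fold peaks of the other lists.

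With a −log10 q of at least 5, MI shares without a counterpart were 36.2% and 36.3% and sham shares 7.15% and 5.91%. This threshold kept fewer peaks of sham than of MI lists, so it does not test gains in MI. The same-condition mean of the Jaccard index exceeded the same-day mean by 0.156 and that of pairs sharing neither by 0.154. Both sham lists alone held 106 regions. Promoter shares were 57.2% and 63.7% for MI-only and 40.9% and 39.6% for sham-only peaks. Set medians were 2.77 for *Arg1*+ at day 3 and 1.15 for S100a9+Ly6c+ at day 7. Changes reversed at day 7 for *A930033H14Rik* (0.666), *Il18r1* (-2.78), *Csf1r* (-9.81) and *Kdr* (-0.614), and at day 3 for *Kdr* (1.03).

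With equal numbers of peaks by fold, the shares without a counterpart were 26.5% and 27.4% for MI and 16.4% and 11.1% for sham, the promoter shares of MI-only peaks 22.1% and 24.7%, and the C/EBP log2 ratio at day 7 was 0.025, while *Il18r1* at day 7 reversed (-0.486). Ranked by −log10 p, the shares were 26.6% and 27.4% for MI and 16.4% and 11.1% for sham. Peaks of at least 500 bp gave 28.0% and 33.6% for MI and 16.2% and 7.69% for sham. Reciprocal overlap of 50% gave 58.2% and 62.8% for MI and 57.9% and 57.2% for sham, by its stricter definition of a shared peak. Promoters of 1 kb either side lowered the promoter shares to 11.8% and 15.6% for MI-only and 14.1% and 11.02% for sham-only peaks, because the target is smaller.

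With the gene body and 3 kb either side, the resident set median was -22.4 at day 3 and the S100a9+Ly6c+ medians 37.9 and 26.0. *Khdc3* (-6.25) and *H2-Aa* (6.25) at day 3 and *A930033H14Rik* (0.461) at day 7 reversed. Joining peaks under 1 kb apart could not change any result, as the smallest gap in a list was 1420 bp. Matching random lists on window length cannot change a set median, only its percentile, which went from 95.9 to 97.2 for the S100a9+Ly6c+ set at day 3 and from 0.06 to 0.04 for the resident set at day 3. Autosomes only (peak number and called length), the central 1 kb (AP-1 and C/EBP) and protein-coding genes (the correlation between days) moved no answer to a comparison.

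Depth limits the results in 1 direction. The MI_3D list held peaks down to 4.22 times background and Sham_3D down to 6.04, and MI_7D down to 4.87 and Sham_7D down to 7.79, so that the sham lists held no peak between these limits. Gains in MI near these limits were not separable from the depth of the libraries, whereas losses in MI ran against it.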

Other observations

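In this part, the tests of sham depth against MI-only peaks and against the resident macrophage loss, and of MI_3D depth against the *Arg1*+ and S100a9+Ly6c+ sets, were chosen only after the results were seen. The tests of peaks near the calling threshold and of calling yield were planned, and for yield the reading of the outcome was changed after the values were seen, as stated with them.

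Peaks called in only 1 library of a day were rare among strong peaks. Over the 4 lists, 0.350% of the top 25% by fold had no counterpart, under the limit of 5% set in advance, and the test could have come out higher. The pattern is consistent with peaks near the calling threshold, where chance and depth decide whether a peak is listed. For the MI lists, depth gives a more specific account. Over both days, 90.9% of MI-only peaks had a mean pileup over background below the lowest that the sham list of the day held. This limit is not strict for a region, as 4911 peaks of MI_3D and 5269 of MI_7D below it did overlap a sham peak, which was by definition listed at a higher mean enrichment. Lower depth of the sham libraries may therefore account for most MI-only peaks, and the share of MI-only peaks is a weak measure of regions gained after MI in these data. A biological gain at the same regions is not excluded. The number of cells behind each list was not used here.

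Calling yield was tested in 3 planned ways. With equal numbers of peaks, the excess of MI over sham called length was 25.6% at day 3, the smaller of the 2 days, and by the limit of 5% set in advance this counted against yield. With equal called length, 12 regions remained in both MI lists and neither sham list, no more than in the other pairings, and 0 of the 4 medians of the *Arg1*+ and S100a9+Ly6c+ sets stayed above 0. By the limits set in advance both counted for yield. All 3 outcomes were then read as undecided, a change made after the values were seen. A deeper library gives wider peaks at an equal number, so the first test could not exclude depth. Equal called length kept every Sham_7D peak and dropped broad MI peaks with a modest average fold, and the count in both sham lists rose from 599 to 2727, so the outcome of the other two was largely set by the alternative itself. Yield and a change with MI cannot be told apart for these 3 patterns with peak lists alone.

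The loss of called share at resident macrophage markers goes against depth. The highest of the set medians over both days and 6 ways of choosing peaks or windows was -5.37 percentage points, where lower depth of the sham libraries would have raised the MI value. It came at day 7 with a −log10 q of at least 5, which kept more peaks of MI than of sham lists. Equal called length and the common depth floor remove more from the MI lists and add nothing to this. The windows of *Cd163*, *Tcim*, *Atp6v0d2* and *Selenop* were also lower on both days with a −log10 q of at least 5 and with the gene body alone, and that of *A930033H14Rik* was not. A lower share of resident macrophages among the sorted cells, or less H3K27ac at these loci within them, may underlie the loss. This is a hypothesis found and examined on the same libraries, and the lists do not separate these readings from each other or from a difference between the animals behind single libraries.

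Windows of the *Arg1*+ and S100a9+Ly6c+ sets were called more in MI_3D than in MI_7D. The set medians were 10.54 percentage points (percentile 99.99 of 10000 random lists) and 10.0 (percentile 100, above all random lists). Between the sham libraries, Sham_3D minus Sham_7D gave 1.87 (percentile 15.2) and 5.15 (percentile 88.8), although their ratio of backgrounds, 1.29, was close to that of the MI libraries, 1.38. With a −log10 q of at least 5 the *Arg1*+ median was 1.06 (percentile 54.8) and the S100a9+Ly6c+ median 4.52 (percentile 99.5). With equal called length both were 0 (percentiles 40.8 and 47.5). Under the common depth floor they were -1.87 (percentile 6.52) and 1.66 (percentile 97.0). With the gene body alone the *Arg1*+ median was 0.479 (percentile 38.2). The S100a9+Ly6c+ median was 33.3 (percentile 100), but Sham_3D minus Sham_7D then also stood high, at 17.8 (percentile 99.84). Random lists share the depth difference, which argues against depth as the only cause, while the sham value with the gene body argues for a part that does not need MI. Equal called length decides little here, because it drops broad peaks of modest fold such as that over *S100a9*. Greater depth of MI_3D and a transient presence of these cells at day 3 cannot be told apart here, and of the 6 ways computed, only equal called length and the common depth floor took the S100a9+Ly6c+ set inside the central 95% of random lists, whereas the *Arg1*+ set stayed above it in 2. The 40138 bp peak over *S100a8* and *S100a9* in MI_3D, where Sham_7D had no peak in the window, would be the region to examine in read-level data, since it was not among peaks with a −log10 q of at least 5.

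AP-1 sites were denser in MI-only than in matched shared peaks on both days under all alternatives computed, and less dense in sham-only peaks, although under the common depth floor the day 3 draws included 0 (-0.05 to 0.28). Median pileup over background was 4.81 in MI-only and 8.03 in shared MI_3D peaks, and 5.56 and 9.58 in MI_7D, so that the comparison sets weak peaks against stronger ones. Sham-only peaks were also weaker than shared ones, at 6.73 against 9.78 in Sham_3D and 8.37 against 11.7 in Sham_7D. Their AP-1 ratios had the opposite sign (-0.37 and -0.33), which argues against weakness alone as the origin of the denser sites in MI-only peaks. The control motif also differed (log2 ratios of -0.27 and -0.29), which shows that the matching on GC content and length left differences between these classes. No other explanation was examined for the AP-1 difference.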
